A study of Mus musculus with 3 samples. Its data were reported in "Whole-transcriptome splicing profiling of E7.5 mouse primary germ layers reveals frequent alternative promoter usage during mouse early embryogenesis" (2018).

How the data were processed

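Gene expression was measured in 3 germ layers dissected from ICR mouse embryos at embryonic day 7.5 (E7.5), the endoderm, the mesoderm and the epiblast, the last of which held the neuroectoderm and the primitive streak. Each layer was hybridised to 1 Affymetrix Mouse Genome 430 2.0 array, an array of short oligonucleotides in which a probe set is a group of probes against the same transcript. Per the labels and the study's methods, total RNA was purified on small columns, treated with DNase and labelled with biotin from 100 ng per array. How many embryos were pooled for each array is not given in the sources used here.

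The deposited values are intensities on a linear scale, made by the authors. Per the labels and the methods, arrays were read with the manufacturer's software, Robust Multiarray Average (RMA) served for background and normalization, and the affy package of Bioconductor for the expression values. RMA as usually run gives log2 values and like distributions on all arrays. The deposited intensities ran from 1 to 15688 in endoderm, 15541 in mesoderm and 15196 in epiblast, and 22, 32 and 34 probe sets stood at exactly 1. The upper quartiles were 319, 276 and 269. Which summary option or later rescaling produced this form is not given in the sources used here, so differences between dim probe sets depend on an unknown step, and the normalization was taken as deposited. No probe set of the manufacturer's control series was among the rows analysed here, so the planned look at array noise from such controls was not made. Detection calls were not used here.

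The table held 45037 probe sets. Of these, 34945 had 1 gene symbol in the platform annotation given with the data, 932 had several and 9160 were not named there. Symbols were updated through the Entrez gene identifier, which was found for 34741 probe sets in a RefSeq gene table of the mouse and altered 0 symbols. Probe sets with several symbols or none were left out of gene counts. The 34945 named probe sets covered 18193 genes, 9010 of them with several probe sets, and the probe set with the highest mean log2 over the 3 arrays then stood for the gene. By mean intensity another probe set would stand for some genes, among them Afp and Ttr, and the mean of log2 favours probe sets with brighter values in the dim layers. The genome build of the array design is not given in the sources used here, and no coordinates are reported.

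Intensities were converted to log2 and subtracted between layers. A gene was counted as differing where the log2 difference was at least 1 (2-fold) and its highest value on the 3 arrays was above the median of all values in the table, an intensity of 80.6 (log2 6.33), called the floor below. A gene was called dominant in a layer where it was at least 2-fold above both other layers. The table carries no background measure, so a value below the floor was taken as a bound, and a fold against it is given as "at least N-fold", computed with the lower value raised to the floor. The test that the methods name for array data, Significance Analysis of Microarrays, needs replicates. With 1 array per layer there are no residual degrees of freedom, so p-values are not given. The spread between probe sets of the same gene is given instead. It is a measurement error that includes real differences between transcript ends, not a replicate error, and the number of arrays limits the precision of every value.

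Gene lists, 38 in all with 625 entries, were fixed before the data were examined. They covered germ layer and cell type markers (definitive, visceral and parietal endoderm, trophoblast, nascent and paraxial, lateral plate and cardiac, and extra-embryonic mesoderm, haemato-endothelial, erythroid, immune, neuroectoderm, surface ectoderm, primitive streak, node and notochord, primordial germ cell and pluripotency genes), epithelial and mesenchymal genes, 6 signalling pathways including retinoic acid, Hox genes, metabolic, stress and cell cycle genes, imprinted, chromatin and sex-linked genes, splicing regulators, the core spliceosome, genes that the study's text names for splicing or promoter events, and housekeeping genes. Of the entries, 46 were not among the named probe sets and are not analysed here. The median log2 difference of the members above the floor was set against 10000 random lists of the same size matched on mean expression in 20 bins. A list is said to stand apart where its percentile was below 2.5 or above 97.5. This describes these 3 arrays and is no test across embryos.

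Genes named in the text follow a rule fixed before the data were examined. They are the 10 genes per layer with the largest excess over the higher of the other layers, the 5 genes with the largest difference in each direction for each pair of layers, the markers and splicing factors that the study's text names, and for each list up to 4 members with the largest range and those going against the list. Clones and predicted genes without a name were counted but not named. A few genes were named outside this rule after their values were seen, and the text says so there.

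Counts, list medians, correlations and the genes named as dominant, as highest or lowest for a pair, or from the study's text were recomputed. The 8 alternatives used were fixed before the data were examined. They were the mean of all probe sets of a gene, no floor, a floor at the 75th percentile and a 3-fold limit. Others were cyclic loess between arrays and centring each array on the median of the 11 housekeeping genes above the floor. The last were leaving out probe sets ending in _s_at or _x_at (which can match several transcripts), and log2 of the value plus 32. For correlations, 5 of the 8 apply. A further 2 alternatives were chosen after seeing the data: raising values below the floor to it, and centring on the housekeeping genes' differences from their own means. The calculations used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, cyclic loess used limma 3.58.1 in R 4.3.3, and plots used matplotlib 3.10.9.

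The calls were tested on simulated data for 12498 genes drawn from the real means, with noise of 0.2 (SD, log2) per array, which was assumed, and with 200 genes altered in the simulated endoderm. For endoderm against epiblast, 10.0% of the 50 genes altered 1.5-fold, 90.0% of those altered 2.5-fold and 100% of those altered 3-fold and 4-fold were called at 2-fold, as were 11 of 12298 unaltered genes. These shares hold for the assumed noise only. In the real data the difference for this pair varied by 0.40 (pooled SD, log2) between probe sets of the same gene, and noise of that size was not simulated. Of 400 random lists of 14 unaltered genes, 4.5% stood apart, and a planted list of genes altered 2.5-fold was at the 100th percentile.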

Results

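Expression was compared between the endoderm, the mesoderm and the epiblast of mouse embryos at E7.5, when gastrulation has laid down the primary germ layers. The median intensity was 79.9 in endoderm, 79.9 in mesoderm and 82.2 in epiblast over 45037 probe sets, and 12785 of 18193 genes were above the floor of 80.6 in at least 1 layer. There was 1 array per layer, so no difference has a replicate check. Between probe sets of the same gene, the log2 difference varied by 0.40 (pooled SD) for endoderm against epiblast, 0.27 for mesoderm against epiblast and 0.39 for endoderm against mesoderm, over 5536 genes with several probe sets above the floor. Values listed together are intensities in the order endoderm, mesoderm and epiblast.

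The marker genes that the study used to judge the dissection come first, since they show how far the layers were separated. The study read them by quantitative PCR and reported them as high in, or limited to, their own layers. Sox17 and Foxa2, transcription factors of the endoderm, were 4170, 116 and 51.3, and 3247, 47.4 and 188. Sox17 was at least 51.7-fold higher in endoderm than in epiblast and 35.9-fold higher than in mesoderm, and Foxa2 was 17.3-fold higher than in epiblast and at least 40.3-fold higher than in mesoderm. Kdr (Flk1), the VEGF receptor of the haemato-endothelial lineage, was 142, 2300 and 147, or 15.7-fold higher in mesoderm than in epiblast. Foxf1, a factor of lateral plate mesoderm, was 216, 1098 and 298, with 3.69-fold over epiblast and 5.09-fold over endoderm. Sox2, a factor of pluripotent and neural cells, was 72.4, 130 and 3032, which is 23.4-fold higher in epiblast than in mesoderm and at least 37.6-fold higher than in endoderm. Pax6, the other epiblast marker, did not follow its layer on the array. Its brightest probe set was 181, 92.4 and 121, within 2-fold between all layers, and its 4 other probe sets were below the floor. With values this dim, the array cannot decide against the study's quantitative PCR for Pax6.

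**Figure D1:**
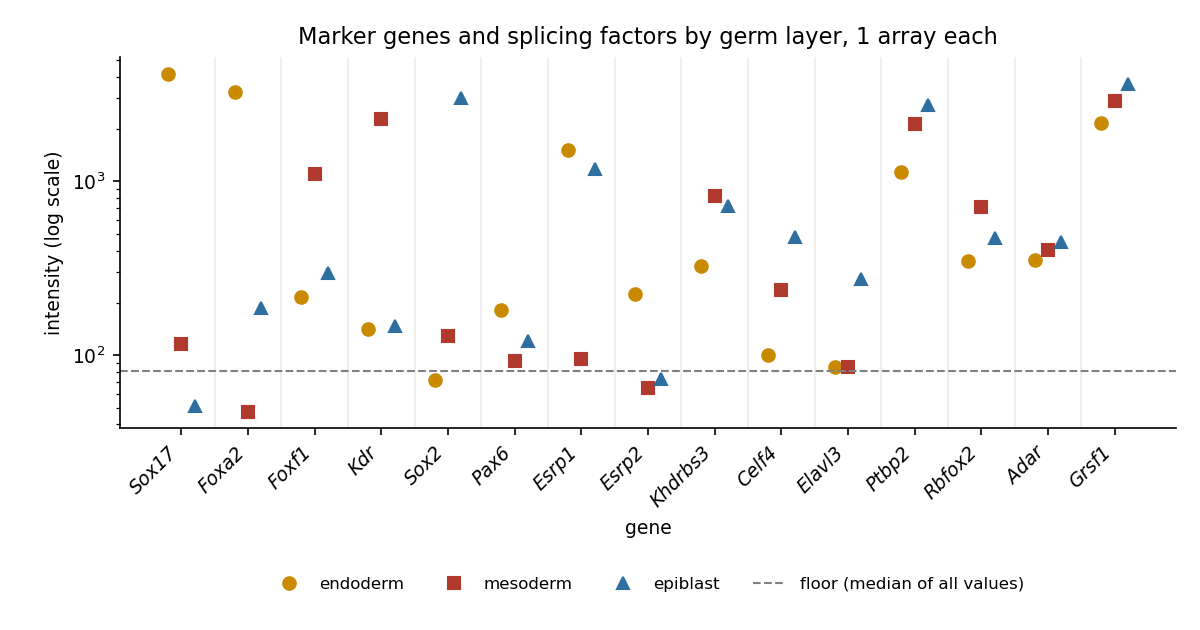
Intensity on a log axis for the 15 marker genes and splicing factors named in the study's text, with 1 point per germ layer (1 array each) and the floor of 80.6 as a dashed line. Sox17 and Foxa2 are highest in endoderm, Foxf1 and Kdr in mesoderm and Sox2 in epiblast, while Pax6 lies between 92.4 and 181 in all layers.

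Mesoderm and epiblast were the most alike of the layers. Across 18193 genes, which are not independent replicates, Pearson's r was 0.973 (Spearman's rho 0.970) between mesoderm and epiblast, 0.938 (0.937) between endoderm and epiblast and 0.939 (0.937) between endoderm and mesoderm. Of the 12785 genes above the floor, 2743 (21.5%) differed by 2-fold or more between at least 1 pair of layers. There were 2111 genes for endoderm against epiblast, 1951 for endoderm against mesoderm and 855 for mesoderm against epiblast. The 1163 genes that differed in both comparisons with endoderm but not between mesoderm and epiblast formed the largest class, and 257 genes differed in all 3 comparisons.

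**Figure D2:**
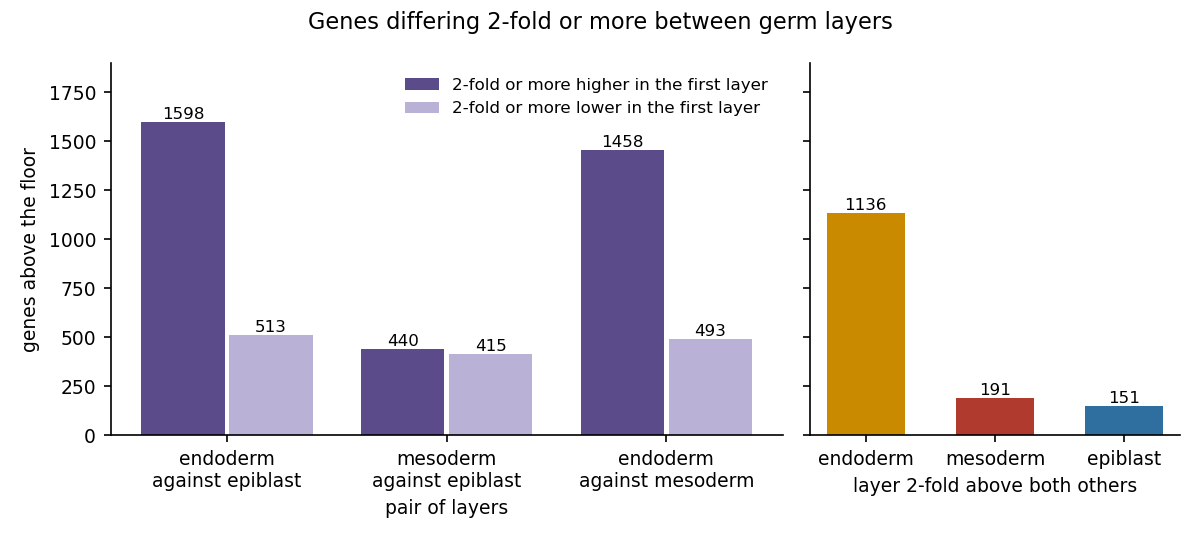
Number of genes above the floor that were 2-fold or more higher or lower for each pair of layers (left) and 2-fold or more above both other layers (right), from 1 array per layer. Endoderm stands apart with 1598 and 1458 genes higher against 513 and 493 lower, and with 1136 dominant genes.

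Endoderm against epiblast addressed which genes set the outer layer of the embryo apart from the pluripotent one. In endoderm 1598 genes were at least 2-fold higher and 513 were at least 2-fold lower. The apolipoproteins, carrier proteins and endocytic receptors of the visceral endoderm, the absorptive epithelium that covers the embryo before gut endoderm replaces it, stood out. All 22 visceral endoderm genes above the floor were higher in endoderm, with a median log2 difference of 5.09. Apob, the structural protein of lipoproteins, was 8725, 50.6 and 33.9, and Spink1, a protease inhibitor, was 11473, 67.1 and 49.8, at least 108-fold and at least 142-fold higher. Cubn, a receptor for endocytic uptake of proteins, was at least 85.0-fold higher and Afp, the fetal serum protein, at least 65.8-fold. The second probe set of Apob was dimmer, at 535, 44.6 and 56.05, and 4 of the 5 Afp probe sets were at 1786 or more in endoderm and below the floor in the other layers.

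Definitive endoderm genes were also higher in endoderm, in 12 of 14 members with a median of 3.10. Visceral endoderm genes were high in the same sample, and which kind of endoderm the transcripts of this list came from was not tested. Cer1, a secreted inhibitor of Nodal, BMP and WNT signals, was 4344, 1606 and 50.4, Trh was 3245, 56.8 and 400, and the members within 2-fold, named after their values were seen, were Pyy and Sfrp5. Of 11 genes for parietal endoderm and basement membrane, 8 were higher, with a median of 2.60, among them Srgn (at least 10.9-fold), Pth1r (13.8-fold) and the nidogen gene Nid1 (at least 9.52-fold). Lysosomal genes were higher in 13 of 14 members, with a median of 1.98. Ctsh, a lysosomal cysteine protease, was 7902, 89.5 and 54.1, Lgmn was 35.9-fold higher and Ctsz 5.08-fold, and Psap, named after its values were seen, was level at 1110, 1142 and 1106. Node and notochord genes were higher in 7 of 9 members, with a median of 1.4999. Shh, the signal of the notochord, was 903, 122 and 130, and Foxj1, a regulator of motile cilia, was 530, 48.7 and 120. When only genes above the 75th percentile of all values were used, its median was higher, at 2.14, but no longer apart from random lists of that size (97th percentile).

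Epithelial genes were higher in endoderm than in epiblast in 9 of 20 members, with a median of 0.71. Nascent and paraxial mesoderm genes had a median of -0.82, with 7 of 16 members lower and Foxc2 higher. The lateral plate (-0.16), allantois (-0.18), haemato-endothelial (-0.21) and mesenchymal (-0.19) medians did not stand apart for this pair, though the mesenchymal one did with the mean of probe sets (-0.45) and with a floor at the 75th percentile (-0.24).

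Genes of pluripotency and early epiblast were lower in endoderm in 5 of 14 members, with a median of -0.66. Pou3f1 was 34.5, 125 and 1558, Nanog was 4.80-fold lower in endoderm, and 0 members were 2-fold higher. Primitive streak genes had a median of -0.84. Of 13 members, 6 were lower, including Nkx1-2 (14.7-fold), Fst (9.17-fold) and Cdx1 (at least 5.39-fold), and Lhx1 went the other way at 1587, 1078 and 210. In the neuroectoderm list 6 of 16 members were lower, with a median of -0.31, among them Sox2 and Sox3 (48.5, 36.6 and 856). The second probe set of Sox3 was below the floor in all layers. After cyclic loess the neuroectoderm median was -0.24 and no longer stood apart (percentile 2.54). Hesx1, a homeobox gene of the anterior neural plate and anterior endoderm, was 2.59-fold higher in endoderm. Also lower in endoderm were Mcf2, at least 6.16-fold lower, and the neurofilament gene Nefm, at least 4.05-fold lower. The count of lower genes was 325 with a floor at the 75th percentile and 779 with arrays centred on the housekeeping median, where the split of higher against lower genes was 59.9% higher in place of 75.7%. That centring lowers the median of the genes above the floor for this pair from 0.05 to -0.19, and it rests on the level of a single gene, Ywhaz, on all 3 arrays.

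Mesoderm against epiblast addressed what distinguishes cells that have left the epiblast through the primitive streak. In mesoderm 440 genes were at least 2-fold higher and 415 at least 2-fold lower. With dim values raised to the floor the counts were 371 and 313. Genes of the nascent and paraxial mesoderm, which forms somites, were higher in 10 of 16 members, with a median of 1.58. Foxc2 was 226, 2371 and 103, Mesp1, the early factor of cardiac progenitors, was 172, 2057 and 579, and Aldh1a2, the enzyme that makes retinoic acid, was 2.82-fold higher. Lateral plate and cardiac genes were higher in 10 of 14 members, with a median of 2.29. Hand2 was 22.9, 577 and 23.4, and Wnt2 was at least 6.06-fold higher. The other probe sets of Hand2 were below the floor in all layers. Bmp4, the signal made by posterior and extra-embryonic mesoderm, was 113, 1552 and 184. The genes for haemato-endothelial cells had 4 of 8 members higher, with a median of 1.08, namely Kdr, Etv2 (8.31-fold), Tal1 (at least 3.30-fold) and Lmo2 (2.84-fold), while 8 further genes of the list were below the floor in all layers. In the list for allantois and extra-embryonic mesoderm, Cdx4, Bmp4 and Ahnak were higher among 6 members, with a median of 1.21.

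The epithelial and mesenchymal lists differed in opposite directions in mesoderm. Epithelial genes had a median of -2.16, with 14 of 20 members lower. Of these Tjp3, named after its values were seen, was below the floor in both layers (35.2 in mesoderm and 71.0 in epiblast). Cldn6 and Cldn7, tight junction proteins, were 4676, 30.1 and 1510, and 3829, 30.5 and 863, and were at least 18.7-fold and at least 10.7-fold lower in mesoderm than in epiblast. The junction genes Ocln and Marveld3 were at least 1.59-fold and at least 3.01-fold lower. Cdh1, which encodes E-cadherin, was 4562, 250 and 4021 and was named after its values were seen. The keratin genes Krt8 and Krt18 went against the list. They were 9001, 4001 and 1136, and 8193, 2740 and 1086. Mesenchymal genes had a median of 1.32, with 8 of 14 members higher and 0 lower. Snai2, a repressor of epithelial genes, was 17.2, 802 and 52.2, at least 9.95-fold higher. Its second probe set was dimmer, at 36.9, 293 and 37.1. Twist1 was 13.1-fold higher, Cdh11 3.77-fold and Snai1 2.14-fold.

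Pluripotency genes were lower in mesoderm in 10 of 14 members, with a median of -1.35. Nanog was 10.2-fold lower, Pou3f1 12.5-fold and L1td1, an RNA-binding protein of pluripotent cells, 7.59-fold. Primitive streak genes were lower in 5 of 13 members, with a median of -0.91, and Lhx1 was 5.14-fold higher. Neuroectoderm genes were lower in 5 of 16 members, with a median of -0.57, and the cell adhesion gene Ncam1 was 3.99-fold higher. The kinase gene Pim2 and the small GTPase gene Eras were 36.0-fold and 27.2-fold lower in mesoderm. Higher in mesoderm than in epiblast were Tcf21, at 77.7, 815 and 7.67 and at least 10.1-fold, Cer1, which was at least 19.9-fold higher, Asb4 (at least 14.3-fold) and the semaphorin receptor gene Nrp1 (at least 16.7-fold). The second probe set of Tcf21 was below the floor in all layers, and that of Cer1 was 1106, 232 and 20.2. Definitive endoderm genes had a median of 0.85, with 7 members higher and 4 lower. Nepn, counted higher, and Foxa1 and Foxa3, counted lower, were below the floor in both layers and were named after their values were seen. Sox17, also counted higher, was at least 1.44-fold higher by the floor rule. Visceral endoderm genes had a median of 0.05 that did not stand apart, with Dab2 and Cited1 higher and Lrp2 lower. Of the genes for basement membrane, 7 of 11 were higher, with a median of 1.54.

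Endoderm against mesoderm set the outer and the middle layer side by side. In endoderm 1458 genes were at least 2-fold higher and 493 at least 2-fold lower, and the split of 74.7% higher became 57.8% with arrays centred on the housekeeping median, where 767 genes were lower. Epithelial genes were higher in 18 of 20 members, with a median of 2.83, among them Cldn6 (at least 58.0-fold) and Cldn7 (at least 47.5-fold). Visceral endoderm genes were higher in 22 of 22, with a median of 4.91, definitive endoderm genes in 9 of 14 (1.40), lysosomal genes in 12 of 14 (1.70), node and notochord genes in 7 of 9 (1.77) and basement membrane genes in 5 of 11 (0.99). Cxcr4, a chemokine receptor gene, went against the definitive endoderm list at 495, 1138 and 83.5. Thbd went against the basement membrane list at 51.0, 137 and 41.7. Trap1a was at least 38.6-fold higher in endoderm.

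The mesoderm lists had negative medians for endoderm against mesoderm. Nascent and paraxial genes were lower in 15 of 16 members, with a median of -2.42, and lateral plate and cardiac genes in 8 of 14, with a median of -2.13. Gata4, a factor shared by cardiac and endodermal cells, was 562, 274 and 40.4 and went against that list. Haemato-endothelial genes had a median of -1.62 (4 of 8 lower), mesenchymal genes -1.61 (9 of 14) and allantois genes -1.22 (3 of 6). Among the genes lower in endoderm were Snai2 (at least 9.95-fold), Hand2 (at least 7.15-fold), Hoxb2 (20.7-fold), Hoxd1 (at least 6.73-fold) and Cdx4 (at least 2.13-fold). Pluripotency and neuroectoderm genes did not stand apart between these layers, with medians of 0.15 and 0.12, though with a floor at the 75th percentile the neuroectoderm median was -0.50 and stood apart. Primitive streak genes had a median of -0.31, with 4 of 13 members lower and Sp5, a target of WNT signals, higher.

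**Figure D3:**
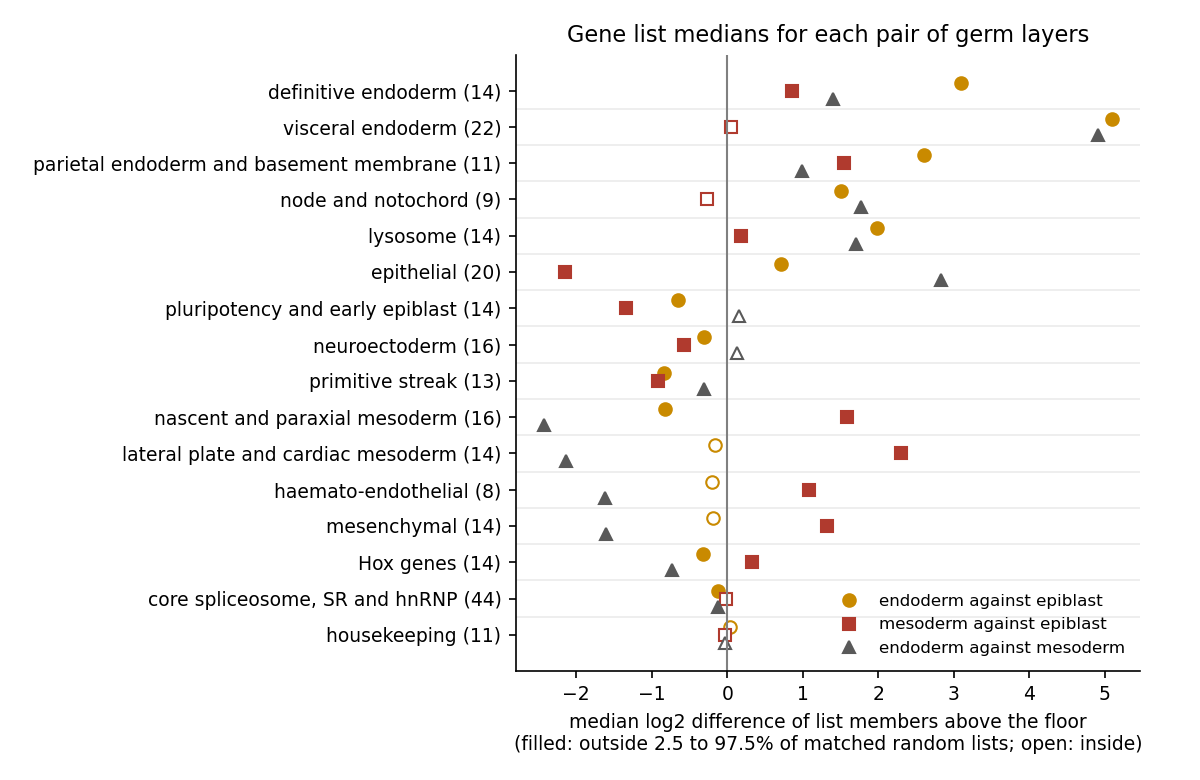
Median log2 difference of the members above the floor (number in brackets) for 16 of the gene lists and each pair of layers, where positive values are higher in the layer named at the start. Filled symbols stand apart from matched random lists, and the visceral endoderm list reaches 5.09 while the core spliceosome and housekeeping lists stay near 0.

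Dominant genes, at least 2-fold above both other layers, numbered 1136 in endoderm, 191 in mesoderm and 151 in epiblast. With dim values raised to the floor they numbered 1027, 166 and 116. The 10 genes per layer named here were picked on the values as deposited, many of them below the floor in the other layers, so their order by margin is not known. In endoderm they were Apob, Spink1, Cubn, Slc2a2, Afp, Slc7a9, Ctsh, Amn, Mageb16 and Ttr. Slc2a2, a glucose transporter gene, was at least 40.8-fold above the other layers, the amino acid transporter gene Slc7a9 at least 26.0-fold, and Amn, the partner of cubilin, at least 71.4-fold. Ttr, the carrier of thyroxine and retinol-binding protein, was 71.9-fold above mesoderm. In mesoderm they were Hand2, Kdr, Snai2, Foxc2, Tcf21, Alx1, Smarcd3, Ripply2, Bmp4 and Etv2. Smarcd3, a cardiac chromatin remodelling subunit, was 90.05, 889 and 88.6, and Ripply2, a segmentation gene, was 16.2, 202 and 21.7. In epiblast they were Sox2, Mcf2, Sox3, Pim2, Pou3f1, Myb, Cxcl12, Slc35d3, Nkx1-2 and Bmerb1, with Myb at least 6.69-fold and Cxcl12, the ligand of Cxcr4, 8.72-fold above mesoderm. With a 3-fold limit the counts were 522, 79 and 49, and with a floor at the 75th percentile mesoderm and epiblast had 126 and 82.

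Whether splicing factors differ between the layers was the question that linked expression to alternative splicing in the study. Of 36 tissue-specific splicing regulators above the floor, 18 (50%) differed by 2-fold or more between at least 1 pair of layers, against 21.5% of all genes above the floor. This list includes factors that the study's text already names as differing between the layers, such as Esrp1. The 50% is therefore not an unbiased share of splicing factors, and it was not set against matched random lists. Of 44 genes of the core spliceosome, SR proteins and hnRNPs, 0 did by the probe set that stood for the gene, and the widest range of these was 1.39-fold, for Sf3a3. Dimmer probe sets of some of these genes differed more, such as those of Hnrnpd, named after its values were seen, at 379.9, 721 and 709.6, and 51.3, 105 and 98.3. Esrp1, a regulator of epithelial splicing, was 1508, 94.9 and 1173, or 15.9-fold lower in mesoderm than in endoderm and 12.4-fold lower than in epiblast. Esrp2 was 224, 64.5 and 73.3, above the floor in endoderm alone. Rbm47, which also acts in epithelia, was 973, 44.5 and 90.5, and Rbm24, a regulator of muscle splicing, was 276, 1382 and 282. Celf4 and Elavl3, best known from neurons, were 99.7, 239 and 480, and 85.2, 85.3 and 274. Khdrbs3 and Ptbp2 were lower in endoderm than in epiblast, 2.24-fold and 2.43-fold.

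Rbfox2 was 347, 711 and 473, which is 2.05-fold higher in mesoderm than in endoderm and 0.59 (log2) higher than in epiblast. Another probe set of Rbfox2 was 142, 195 and 170, and its 2 others were below the floor in all layers. Adar and Grsf1 were within 2-fold, at 353, 400 and 445, and 2170, 2901 and 3613. The tissue-specific list as a whole had medians of -0.34 for endoderm against epiblast, -0.10 for mesoderm against epiblast and -0.19 for endoderm against mesoderm. The median for mesoderm against epiblast, at percentile 2.37, was inside the limits under 8 of the 9 alternatives run for lists. The core list had medians of -0.13, -0.02 and -0.12, of which those with endoderm stood apart. Among 19 genes that the study's text names for splicing or promoter events, a list that is not independent of the study's own RNA, 7 (36.8%) differed, including Dab2 (8359, 493 and 234), Pdgfra (982, 3545 and 658) and Fgf8 (102, 167 and 291). Their medians were -0.11, 0.03 and -0.24, of which those with endoderm stood apart. The median of -0.11 did not with the mean of probe sets or after cyclic loess. Nor did it without _s_at and _x_at probe sets or centred on the housekeeping genes' differences. With the mean of all probe sets of a gene, 11 tissue-specific regulators differed, 31.4% against 18.9% of all genes.

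**Figure D4:**
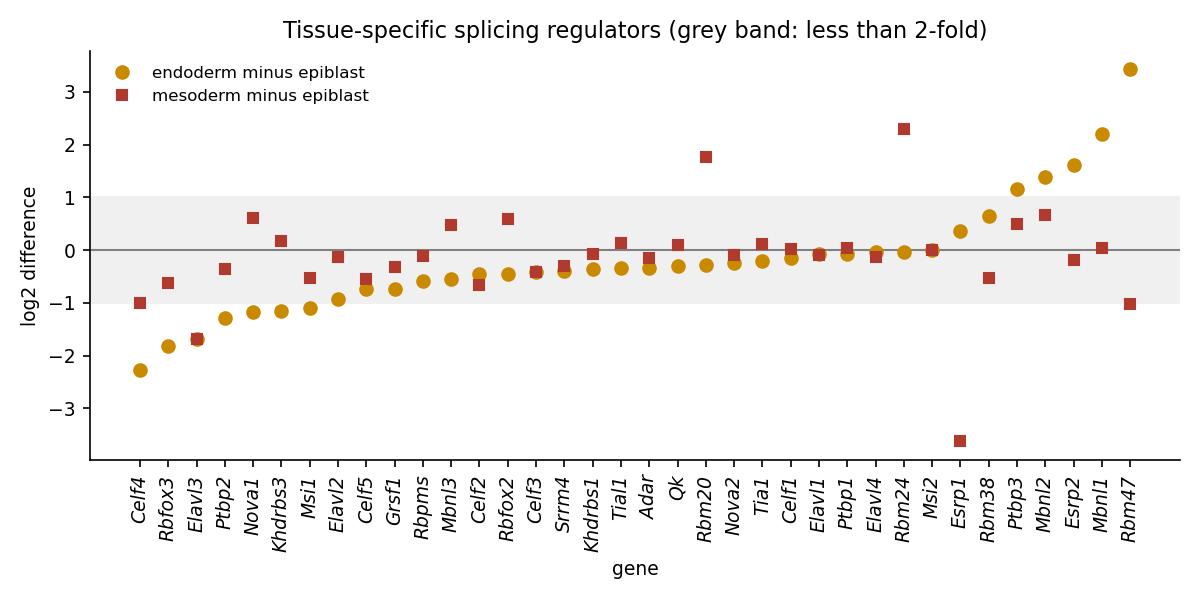
Log2 difference of endoderm minus epiblast (circles) and mesoderm minus epiblast (squares) for the 36 tissue-specific splicing regulators above the floor, from 1 array per layer, with the grey band marking less than 2-fold. Rbm47 is highest in endoderm, Rbm24 in mesoderm, and Esrp1 is lowest in mesoderm.

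Signalling genes were read as 6 pathways with the Hox genes beside them, since gradients of these signals pattern the gastrula. BMP genes were higher than in epiblast in both other layers, in 8 of 13 members each, with medians of 1.08 in endoderm and 1.12 in mesoderm against epiblast and -0.03 between them. Bmp2 was 1727, 810 and 49.7, Bmp5 was 142, 518 and 51.4, Msx1 was 1731, 1044 and 505, and Bmp4 was highest in mesoderm as above. Nodal genes had a median of 0.63 in mesoderm against epiblast, where Cer1, Lefty2 (2.70-fold) and Cfc1 (6.18-fold) were higher, and medians of 0.19 and -0.05 in the comparisons with endoderm, which did not stand apart. With a floor at the 75th percentile the median for endoderm against mesoderm was -0.51 and did. Notch genes had a median of 0.62 for mesoderm against epiblast, with 4 of 12 members 2-fold higher, and -0.74 for endoderm against mesoderm, with 5 lower. Lfng was 88.9, 487 and 258, Dll1 was 392, 1869 and 1207 and Dll3 was 354, 1667 and 688. The median of Notch genes for endoderm against epiblast was -0.30, and Hes1 went against it at 602, 361 and 235.

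Retinoic acid genes had a median of 1.11 in mesoderm against epiblast, with 6 of 9 members higher, and -1.07 for endoderm against mesoderm. Crabp1, a retinoic acid binding protein, was 139, 2080 and 256, while Crabp2 was 162, 710 and 1347. Cyp26a1, which breaks retinoic acid down, was 2131, 923 and 428. For endoderm against epiblast the median was 0.04, and -1.26 with a floor at the 75th percentile. Hox genes had medians of -0.32, 0.33 and -0.73, with 7 of 14 members lower in endoderm than in mesoderm, among them Hoxb2, Hoxd1 and Hoxb1 (171, 2247 and 1470). Their median for endoderm against epiblast stood apart, but not after cyclic loess, with dim values raised or without _s_at and _x_at probe sets. WNT genes had medians of -0.34, -0.16 and -0.19. The WNT median for mesoderm against epiblast did not stand apart, except with no floor (-0.22) and with the mean of probe sets (-0.16). That for endoderm against mesoderm did, but not with no floor, after cyclic loess, with 32 added or without _s_at and _x_at probe sets. Sp8 was 252, 90.1 and 745, Rspo3 was 159, 1187 and 471, Lef1 was 234, 1566 and 749, and the antagonist gene Dkk1 was highest in endoderm at 3326, 985 and 569. FGF genes had medians of -0.39, -0.19 and -0.20, each of which stood apart. The median for endoderm against epiblast was 0.04 with a floor at the 75th percentile and 0.02 without probe sets that can match several transcripts. With the mean of probe sets it was -0.11, and it stood apart under none of these settings. For mesoderm against epiblast the FGF median did not stand apart with the higher floor (-0.16). For endoderm against mesoderm it did not with the mean of probe sets (-0.12). Fgf3 was 60.5, 530.0 and 143, Fgf15 was 68.9, 467 and 287, Spry1 was 868, 169 and 283 and Fgf5 was 476, 121 and 360.

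Markers of cell types that the dissected pieces could also hold were read as lists too. The globin genes examined, Hba-x, Hbb-bh1, Hbb-y and Hba-a1, were below the floor in all layers, and the 3 of 10 erythroid genes above it had medians of -0.07, -0.07 and 0.01. Of the immune genes, 5 of 10 were above the floor, with medians of -0.16, -0.07 and -0.12, and Coro1a was highest in epiblast at 36.1, 77.4 and 251. Trophoblast and extra-embryonic ectoderm genes had medians of -0.06, -0.17 and 0.03. Plac1 went against the list at 1138, 306 and 68.2. The erythroid, immune and trophoblast lists did not stand apart in any pair. Surface ectoderm genes had medians of -0.35, -0.43 and -0.09, the median for mesoderm against epiblast standing apart from random lists but not with a floor at the 75th percentile (-0.43), with Tfap2a (90.4, 109 and 343) and Dlx5 highest in epiblast. Primordial germ cell genes stood apart in all 3 pairs, with medians of -0.42, -0.27 and -0.57 over 7 members. With a floor at the 75th percentile the medians were 0.38, 0.42 and 0.10 and did not stand apart. The medians with endoderm did not with no floor either (-0.17 against epiblast and -0.10 against mesoderm). Those against epiblast did not with either housekeeping centring. Prdm1 was 442, 98.8 and 40.1 and Ifitm1 was 3228, 6478 and 2055. The sex-linked genes Xist, Eif2s3y, Kdm5d and Uty were all above the floor, and within 1.202-fold between layers. Housekeeping genes had medians of 0.04, -0.04 and -0.03, and 0 of 11 differed by 2-fold.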

Values the study reported

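The study reported RNA sequencing of the same layers, a different assay from the arrays. It detected 17,633 genes in the 3 layers together and called 2,880 of them differentially expressed, with a limit on RPKM, a fold change above 2 and a false discovery rate. Of these, 1,019 were highly expressed in endoderm, 243 in mesoderm and 206 in epiblast. Of 438 known or putative splicing factors, 39 differed between layers under the same criteria. These counts rest on other thresholds and another gene set than the array counts above.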

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

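Raising dim values to the floor and centring on the housekeeping genes' own differences were chosen only after the results were seen. Over all alternatives 962 recomputed list medians kept their side of the percentile limits, 41 no longer stood apart but kept their sign, and 13 came to stand apart. A further 5 no longer stood apart and changed sign, and 2 came to stand apart with the other sign. Counts stayed within 1.5 times in 109 cases and moved further in 19. With dim values raised to the floor, 2406 genes differed between any layers in place of 2743. For named genes 104 differences were recomputed, of genes named as dominant, as highest or lowest for a pair, or from the study's text. Genes named only as members of a list were not recomputed. The recomputed genes with at least a 2-fold difference kept their direction wherever a value could be had. Their values moved by more than 0.40 (log2) in 42 cases with dim values raised to the floor, in 52 with 32 added, in 28 with the mean of probe sets and in 6 without _s_at and _x_at probe sets. All of these were nearer to 0 but 1, with the mean of probe sets. The erythroid list gave no medians with the floor at the 75th percentile, nor did Eras give a value without _s_at and _x_at probe sets. No paired analysis was possible because each layer has 1 array. Signal over background limits the differences of dim probe sets, since background was not measured here. Apart from the counts at the stricter fold limit, which falls by construction, and values with fewer genes at the higher floor, the cause was not tested.

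With a 3-fold limit the higher and lower counts were 774 and 182 for endoderm against epiblast, 181 and 193 for mesoderm against epiblast and 767 and 220 for endoderm against mesoderm. The dominant genes were 522, 79 and 49, the genes differing between any layers 1428, and the tissue-specific splicing regulators 10. With the floor at the 75th percentile the lower genes were 325 in endoderm and 266 in mesoderm against epiblast, and 126 and 82 genes were dominant in mesoderm and epiblast. The correlations over the genes left were 0.756 between endoderm and epiblast, 0.9103 between mesoderm and epiblast and 0.748 between endoderm and mesoderm. Centred on the housekeeping median, 779 and 767 genes were lower in endoderm than in epiblast and mesoderm.

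List medians that crossed a limit follow by setting, with E for endoderm, M for mesoderm and P for epiblast. With the floor at the 75th percentile, those for primordial germ cells changed sign to 0.38 (E-P), 0.42 (M-P) and 0.10 (E-M), and that for FGF genes to 0.0429 (E-P). These no longer stood apart. The others were mesenchymal -0.24 (E-P), neuroectoderm -0.50 (E-M), node 2.14 (E-P), surface ectoderm -0.43 (M-P), Nodal -0.51 (E-M), FGF -0.16 (M-P), retinoic acid -1.26 (E-P), tissue-specific splicing -0.0441 (M-P) and DNA methylation -0.0653 (E-M). With the mean of probe sets they were mesenchymal -0.45 (E-P), node -0.27 (M-P), lysosome 0.0906 (M-P), glycolysis -0.12 (E-M), cell cycle -0.0639 (M-P), WNT -0.16 (M-P), FGF -0.11 (E-P) and -0.12 (E-M), tissue-specific splicing -0.0546 (M-P), the study-text genes -0.0917 (E-P), DNA methylation -0.0970 (E-M) and immediate early 0.45 (E-P), and 11 splicing regulators differed. Without _s_at and _x_at probe sets the FGF median changed sign to 0.0191 (E-P) and no longer stood apart. The others were node -0.27 (M-P), WNT -0.13 (E-M), Hox -0.31 (E-P), tissue-specific splicing -0.0875 (M-P), study-text genes -0.0665 (E-P) and DNA methylation -0.14 (E-M).

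With no floor they were node -0.27 (M-P), surface ectoderm -0.35 (E-P), primordial germ cell -0.17 (E-P) and -0.10 (E-M), WNT -0.22 (M-P) and -0.13 (E-M), DNA methylation -0.0949 (M-P) and immediate early 0.38 (E-P). After cyclic loess they were neuroectoderm -0.24 (E-P), WNT -0.18 (E-M), Hox -0.24 (E-P), tissue-specific splicing -0.0959 (M-P), study-text genes -0.19 (E-P) and DNA methylation -0.13 (M-P). Centred on the housekeeping median they were node -0.23 (M-P), primordial germ cell -0.52 (E-P) and -0.13 (M-P), tissue-specific splicing -0.0368 (M-P) and DNA methylation -0.0442 (M-P). With 32 added they were WNT -0.15 (E-M) and tissue-specific splicing -0.0907 (M-P). Centred on the housekeeping genes' differences they were primordial germ cell -0.32 (E-P) and -0.21 (M-P), tissue-specific splicing -0.13 (M-P), study-text genes -0.13 (E-P) and DNA methylation -0.13 (M-P). With dim values raised they were lysosome 0.13 (M-P), Hox -0.22 (E-P) and tissue-specific splicing -0.0841 (M-P).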

Other observations

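The tests of carry-over, the raising of dim values to the floor, the centring on housekeeping genes' own differences and the least number of probe-set pairs needed for a reading were chosen only after the results were seen. Of 16 imprinted genes, 7 were higher in endoderm (median 0.71) and 9 in mesoderm (1.104) than in epiblast, with a median of 0.16 between endoderm and mesoderm. Igf2, the fetal growth factor, was 5712, 3421 and 340, and Cdkn1c, a cell cycle inhibitor, was 3486, 2912 and 498. Dlk1 was 791, 243 and 59.0 and Peg10 was 201, 99.8 and 22.1. Snrpn went against the list at 111, 189 and 411, as did Plagl1 in endoderm at 171, 782 and 383.

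Genes of the unfolded protein response had medians of 0.66 for endoderm against epiblast, with 5 of 17 members 2-fold higher, 0.55 for endoderm against mesoderm, with 3 higher, and 0.14 for mesoderm against epiblast, with 0. Xbp1, a regulator of secretory capacity, was 3870, 1818 and 1330, and Creb3l3, Edem1 and Herpud1 were 2.99-fold, 2.90-fold and 2.67-fold higher in endoderm than in epiblast. Lysosomal genes in mesoderm against epiblast had a median of 0.18. Glycolysis genes had medians of -0.29, -0.24 and -0.09, with the lactate transporter gene Slc16a3 at 101, 178 and 260 and the glucose transporter gene Slc2a3 highest in endoderm. Cell cycle genes had medians of -0.27, -0.10 and -0.17 with 0 of 18 at 2-fold by the probe set that stood for the gene. The widest range of these was that of Mcm3 (1764, 2556 and 2992). A dimmer probe set of Mcm3 was 363, 613 and 793, a log2 difference of -1.13 for endoderm against epiblast. Genes of DNA methylation and Polycomb had medians of -0.22, -0.14 and -0.14, with Dnmt3a at 820, 1213 and 2296 and Dnmt3b at 5349, 3706 and 9027. For mesoderm against epiblast their median did not stand apart with no floor, after cyclic loess or with either housekeeping centring. Between endoderm and mesoderm it did not with the mean of probe sets, with the higher floor or without _s_at and _x_at probe sets. Cholesterol synthesis genes had medians of 0.05, -0.05 and 0.06, and immediate early and heat shock genes had 0.41, -0.03 and 0.28, none of which stood apart, though the median of 0.41 did with no floor (0.38) and with the mean of probe sets (0.45). Probe sets without a gene name, 2363 of them above the floor, were 2-fold higher and lower in 134 and 66 cases for endoderm against epiblast, 36 and 32 for mesoderm against epiblast and 132 and 61 for endoderm against mesoderm.

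More genes were 2-fold higher than 2-fold lower in endoderm, with a ratio of 3.12 against epiblast and 2.96 against mesoderm. Against epiblast the ratio was 2.79 after cyclic loess and 3.57 with dim values raised to the floor, which argues against intensity-dependent scaling and noise of dim probe sets as the whole cause. Centred on the housekeeping median, which rests on Ywhaz alone, it was 1.49, and centred on the housekeeping genes' own differences it was 2.87. Between endoderm and epiblast these genes ran from -0.63 (Hprt) to 0.31 (Sdha, log2), both named after their values were seen, so the level of the arrays cannot be told apart from a real asymmetry. With 1 array per layer that level is confounded with the layer, and the endoderm itself stays open as an untested biological explanation.

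Of the definitive endoderm genes, 7 were also 2-fold higher in mesoderm than in epiblast. If endoderm had been carried into the mesoderm sample, other abundant endoderm transcripts would keep a like share of their excess there. Among 17 visceral endoderm genes with an excess over 1000, the median share was 0.125% and the highest 6.84%. Hhex, Nepn, Cer1, Sox7, Gata6 and Cxcr4, named after their values were seen, had shares of 31.3% to 257%, which argues against carry-over of endoderm as a whole for them, though Nepn was below the floor in both other layers. The 5 definitive endoderm genes with an excess over 1000 had a median share of -2.36%. Foxa2 and Trh were lower in mesoderm than in epiblast and Foxa1 was below the floor in both. As far as these genes mark definitive endoderm, this argues against carry-over of definitive endoderm alone. Sox17, at 1.57%, lay above the median share of the visceral endoderm genes. Only Dab2, Cited1 and Apoe had higher shares, at 3.19%, 5.01% and 6.84%, and the others were at 0.41% or less. The second probe set of Sox17 was below the floor in mesoderm and epiblast. With 1 gene this dim in mesoderm, the shares do not decide whether its excess there is carry-over or the error of a dim value.

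Probe sets of the same gene that were 2-fold apart in opposite directions numbered 2 pairs of 14638, of which 1 belongs to Mtm1, named after its values were seen, and the other to a gene without a name. Cross-hybridising probe sets were tested as an explanation through the share of pairs with an _s_at or _x_at probe set, 35.6% of all pairs and 0 of the 2. With so few pairs the explanation stays open, and no biological explanation was tested.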
